# Dapagliflozin Mediates Plin5/PPARα Signaling Axis to Attenuate Cardiac Hypertrophy

**DOI:** 10.3389/fphar.2021.730623

**Published:** 2021-09-23

**Authors:** Jing Yu, Huanhuan Zhao, Xin Qi, Liping Wei, Zihao Li, Chunpeng Li, Xiaoying Zhang, Hao Wu

**Keywords:** dapagliflozin, cardiac hypertrophy, AngII, Plin5/PPARα signaling, mice

## Abstract

**Objective:** The purpose of this study was to investigate the effect of dapagliflozin (DAPA), a sodium-glucose cotransporter 2 inhibitor, on relieving cardiac hypertrophy and its potential molecular mechanism.

**Methods:** Cardiac hypertrophy induced by abdominal aortic constriction (AAC) in mice, dapagliflozin were administered in the drinking water at a dose of 25 mg/kg/d for 12 weeks was observed. Echocardiography was used to detect the changes of cardiac function, including LVEF, LVFS, LVEDd, LVEDs, HR and LV mass. Histological morphological changes were evaluated by Masson trichrome staining and wheat germ agglutinin (WGA) staining. The enrichment of differential genes and signal pathways after treatment was analyzed by gene microarray cardiomyocyte hypertrophy was induced by AngII (2 μM) and the protective effect of dapagliflozin (1 μM) was observed *in vitro*. The morphological changes of myocardial cells were detected by cTnI immunofluorescence staining. ELISA and qRT-PCR assays were performed to detect the expressions levels of cardiac hypertrophy related molecules.

**Results:** After 12 weeks of treatment, DAPA significantly ameliorated cardiac function and inhibited cardiac hypertrophy in AAC-induced mice. *In vitro*, DAPA significantly inhibited abnormal hypertrophy in AngII-induced cardiacmyocytes. Both *in vivo* and *in vitro* experiments have confirmed that DAPA could mediate the Plin5/PPARα signaling axis to play a protective role in inhibiting cardiac hypertrophy.

**Conclusion:** Dapagliflozin activated the Plin5/PPARα signaling axis and exerts a protective effect against cardiac hypertrophy.

## Introduction

Cardiovascular diseases, especially acute myocardial infarction and atherosclerosis, remain the leading cause of death worldwide. In China, the prevalence of cardiovascular disease is rising, causing nearly 4 million deaths in 2016 alone (Liu et al., 2019). Epidemiological studies showed the incidence of cardiac hypertrophy is high worldwide, with the prevalence of about 1/500 (Wasserstrum et al., 2019). Cardiac hypertrophy is the basis of abnormal ventricular remodeling and plays a vital role in the development of most cardiovascular diseases (Pichler et al., 2020). To some extent, elucidating the pathological mechanism of cardiac hypertrophy provides theoretical support for targeted treatment strategies for cardiovascular diseases. Thus, it is urgent to explore the molecular mechanisms underlying cardiac hypertrophy and to seek the effective strategies. Pathological cardiac hypertrophy that occurs in cardiovascular disease is often accompanied by inflammation and myocardial fibrosis, ultimately leading to heart failure (Tham et al., 2015). In addition, the typical pathological basis of cardiac hypertrophy includes the accumulation and deposition of excessive extracellular matrix (ECM) and abnormal cardiomyocyte hypertrophy. At present, the drugs used in clinical treatment of cardiac hypertrophy mainly include angiotensin-converting enzyme inhibitors (e.g., Captopril) (Zhang et al., 2019), angiotensin II receptor blockers (e.g., Losartan) (Gonzalez et al., 2021) and calcium channel blocker (e.g., Amlodipine) (Lu et al., 2016).

As a novel class of hypoglycemic agent, sodium-glucose co-transporter 2 (SGLT-2) inhibitors (e.g., empagliflozin, dapagliflozin) prevented the reabsorption of glucose and sodium from the proximal convoluted tubules, resulting in glycourine and sodium-rich properties. Dapagliflozin increased the amount of glucose excreted in the urine and improved fasting and postprandial blood glucose levels in patients with T2D (Dhillon, 2019). In addition, it has been reported that dapagliflozin has been widely used in the clinical treatment of diabetes and cardiovascular disease. Empagliflozin (EMPA) has been reported to improve cardiac remodeling and cardiac metabolism and ATP homeostasis in rats with myocardial infarction (Yurista et al., 2019). Excitingly, Ye et al. (2017) found that DAPA has a potential cardiovascular protective effect in the treatment of diabetes. Numerous studies (Aimo et al., 2020; Zannad et al., 2020) have shown the importance of DAPA in reducing hospitalization for heart failure in patients with HFrEF and suggest that DAPA may also reduce the risk of cardiovascular events and cardiovascular mortality associated with diabetes. Besides, Lahnwong et al. (2020) reported that acute administration of DAPA could play a protective role by reducing myocardial infarction size and improving left ventricular function in myocardial ischemia/reperfusion rats. It was reported (Zhang et al., 2021) that DAPA ameliorated Ang II-induced cardiac remodeling by regulating TGF-β1/Smad signaling pathway. Despite the potential cardioprotective effects of DAPA has been widely proven, its mechanisms against cardiac hypertrophy remain unclear.

Modern pharmacology reported (Sharma et al., 2004; Chen et al., 2015) that with the development of the pathological process of cardiac hypertrophy, cardiac energy metabolism is disturbed, fatty acid utilization is limited, and the accumulation of lipids will aggravate the occurrence of cardiac hypertrophy and heart failure. Recent studies (Martin and Parton, 2006; Wang et al., 2015) have shown that as dynamic lipid storage organelles, lipid droplets (LDs) is regarded as a key regulator of lipid metabolism in various kinds of cells including adipocytes and cardiomyocytes. The perilipin family of proteins is a classic LDs related protein, among which perilipin 5 (Plin5) is highly expressed in heart, liver and other tissues (Wolins et al., 2006). Wang et al. (2015) confirmed that Plin5 deficiency increased liver lipid metabolism, promoted mitochondrial proliferation, and led to ROS burst. Plin5 deficiency also increased the oxidation of fatty acids in the heart, leading to cardiac dysfunction. Besides, Plin5 deficiency has been reported to exacerbate TAC-induced cardiac hypertrophy and heart failure. Peroxisome proliferator-activated receptor-α (PPARα) is a ligand-activated transcription factor, a member of the nuclear hormone receptor superfamily, which is known for its critical role in the transcriptional regulation of lipid metabolism (Smeets et al., 2008). Peroxisome proliferator-activated receptors (PPARs) are members of the ligand-activated nuclear receptor superfamily and are the key transcriptional regulators that control the capacity for myocardial mitochondrial fatty acid oxidation (FAO) (Stanley et al., 2005). PPARs consists of three member subfamilies: PPAR-α, PPAR-β and PPAR-γ (Montaigne et al., 2021). PPAR-α is highly expressed in cardiomyocytes, and it regulates the expression of key components in fatty acid uptake, esterification, and oxidation through transcriptional activation of genes encoding key proteins in the signaling pathway, and maintains metabolic homeostasis in cardiomyocytes (Kar and Bandyopadhyay, 2018). Loss of PPAR-α has been shown to lead to more pronounced hypertrophic growth and cardiac dysfunction, suggesting a key regulatory role for PPAR-α in cardiac hypertrophy (Smeets et al., 2008). PPARα activator attenuated cardiac hypertrophy by negatively regulating the binding activity of activated protein-1 (AP-1) (Jia et al., 2014; Shimojo et al., 2014) confirmed that Fenofibrate protected against cardiac hypertrophy by activating the PPAR-α signaling and ameliorating myocardial energy metabolism.

Considering the molecular mechanism of Plin5 and PPARα in cardiac hypertrophy, we hypothesized that DAPA might mediate the protective effect of Plin5/PPARα signaling axis. Therefore, we performed the present study to confirm the effect of DAPA towards cardiac hypertrophy in AAC-induced mice and to explore the regulatory effect on Plin5/PPARα signal axis. Our data revealed that the molecular mechanisms by which DAPA attenuated cardiac hypertrophy, which is of great significance for clinical use.

## Methods

### Animals and Groups

Eight-week-old male C57BL/6 mice (23 ± 2 g) were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. The mice were kept in wages and given free access to food and water. Mice were housed under suitable conditions, including 12-h light/dark cycle, temperature at 25 ± 2°C and relative humidity 50–60%. Follow-up experiments were started after 1 week of adaptive feeding. Twenty-four mice were randomly divided into three groups: sham group (*n* = 8), AAC group (*n* = 8) and dapagliflozin treatment group (*n* = 8). Sham group and AAC group were treated with saline for 12 weeks. In the treatment group, after the establishment of AAC model, dapagliflozin was administered in the drinking water at a dose of 25 mg/kg/d for 12 weeks (Kraakman et al., 2017). All the animal testing procedures covered in this study complied with the guidelines of the Care and Use of Laboratory Animals and were approved by the Laboratory Animal Center of Tianjin Medical University. All procedures and care methods minimize the suffering of the mice.

### Abdominal Aortic Constriction Model

AAC mice were performed as previously described. (Duan et al., 2007). Briefly, after anesthesia with 2% isoflurane, the mice were placed in the supine position on the platform and cut along the midline of the abdomen to expose the abdominal cavity. Subsequently, the abdominal aorta was ligated with 7-0 silk sutures with a 27G needle. The degree of AAC was controlled by needle removal under suture to ensure the stability and uniformity of the operation. Close the abdominal cavity, carefully suture the skin, and clean the wound. In the sham operation, the silk was removed without ligation. After the operation, the mice were injected with penicillin and put back into the cage when they woke up.

### Echocardiography

After 12 weeks of continuous administration, the mice were anesthetized with 2% isoflurane, and cardiac function was detected by echocardiography. As previously reported (Chai et al., 2020), Doppler images of the lateral and septal mitral annulus were recorded. Heart rate (HR) was recorded by synchronized electrocardiography. Left ventricular ejection fraction (LVEF), fraction shortening (LVFS), left ventricular end-diastolic volume (LVEDV), left ventricular end-systolic volume (LVESV) were calculated.

### Microarray Profiling

After 12 weeks of treatment, the total RNA was isolated from the heart tissue using Trizol reagent (Invitrogen, CA, United States). Determine the concentration of total RNA by fluorescence-based quantitation using an RNA RiboGreen^®^ dye assay (e.g., Quant-iT™ RiboGreen^®^ RNA Reagent and Kit) and the NanoDrop Fluorospectrometer for initial RNA concentration of 5 pg/μL to 1 ng/μL (www.nanodrop.com). RNA integrity was tested using the Agilent 2,100 Bioanalyzer with an RNA LabChip Kit. Global transcriptome analysis of total RNA (50 ng/μl) was performed using the Affymetrix GeneChip Primeview™, according to the manufacturer’s instructions. Hybridization, staining, normalization and data analysis were performed following the standard protocol established by Agilent Technologies, Inc.

### Morphological and Histological Analysis

The mice were anesthetized, the hearts were immediately removed, washed with PBS, and fixed with 4% paraformaldehyde for 24 h. Then paraffin-embedded sections with a thickness of 3–5 μm were stained according to Masson trichrome staining, and wheat germ agglutinin (WGA) staining (Zhu et al., 2018). Masson trichrome staining was performed to evaluate cardiac fibrosis. WGA staining was used to assess the cell size. For WGA staining, briefly, the slides were stained with WGA-FITC labeled antibodies for 30 min at room temperature. The nuclei were stained with DAPI for 5 min. For each analysis, six fields were randomly selected for each sample under the microscope. All histomorphological analyses were performed by pathologists who were unaware of the experimental grouping design.

### Cell Culture and Treatment

Neonatal mouse cardiac myocytes (NMCMs) were isolated from hearts of 1–3 days-old C57BL/6 mice according to the previous report, then the heart was cut into small pieces (Bei et al., 2019). Briefly, the heart was immediately removed and washed with ice-cold PBS. Next the cardiac myocytes were cultured in DMEM (Dulbecco’s modified Eagle’s Medium, Gibco) containing 10% FBS (fetal bovine serum). Then, NMCMs were inoculated in two 25 cm^2^ culture flasks and incubated in 5% CO_2_ for 1 h to isolate cardiomyocytes and cardiomyocytes. The purified mouse primary cardiomyocytes (NMCMs) were cultured for 3 days, which was used for the subsequent experiment. The cells were divided into three groups: control group, AngII group and dapagliflozin group. After the starvation for 4 h, the control group was given a normal medium for 48 h. The cells in AngII group were treated with AngII (2 μM) for 48 h, the medium was changed every 24 h. In the dapagliflozin group, NMCMs were treated with AngII (2 μM) and dapagliflozin (1 μM) for 48 h, the medium was changed every 24 h (Uthman et al., 2018).

### RNA Interference and Groups

After 24 h of cell culture, the purified cardiomyocytes were replaced with the fresh complete medium containing a cardiomyocyte growth supplement. After 24 h, the NMCMs were washed with PBS, and cells were transfected with 1 μM of Lipofectamine 2000 (Invitrogen, CA, United States) and siRNA (si-NC, si-negative control or si-Plin5, Guangzhou RiboBioCo., Ltd., China) in Opti-MEM^®^ I Reduced-Serum Medium according to the manufacturer instructions. 6 h later, cells were treated with AngII (2 μM) and dapagliflozin (1 μM), DMSO or GW6471 (10 μM) for 24 h. The cells were then washed with PBS, harvested, lysed with TRIzol and stored in an −80°C refrigerator for subsequent protein and RNA detection. This part of the experiment is divided into the following groups:

A: AngII + DAPA (dapagliflozin)
B: AngII + DAPA (dapagliflozin) + DMSO
C: AngII + DAPA (dapagliflozin) + DMSO + GW6471 (PPARα inhibitor)
D: AngII + DAPA (dapagliflozin) + si-NC
E: AngII + DAPA (dapagliflozin) + si-Plin5

### Immunofluorescence Staining

Cultured NMCM cells with a density of 1 × 10^5^/mL were harvested and allowed to air dry naturally on the slides. Then the cells were washed with PBS three times and fixed for 15 min with 4% paraformaldehyde at room temperature. 2% bovine serum albumin (BSA) was added to block nonspecific binding at room temperature for 2 h. Then, cTnI antibody was incubated at 37°C for 3 h. After PBS washing, the cells were incubated with biotinylated goat anti-mouse IgG as the secondary antibody, incubated at 37°C for 1 h. Subsequently, the slides were washed with PBS for three times. And the nucleus was counterstained with DAPI. Finally, the cells were observed and photographed under a fluorescence microscope (Olympus, Tokyo, Japan).

### Western Blotting Assay

Heart tissue or NMCMs were lysed in RIPA buffer with PMSF, protease and phosphatase inhibitors. Protein samples were isolated after centrifugation, and the protein concentration was determined by the BCA kit. Protein samples were diluted to 10 μg/μL by PBS, and then stored in −80°C refrigerator for later use. The equal amount of protein was separated in 10% SDS-PAGE gel, transferred to PVDF membranes and blocked with 5% BSA. PVDF membranes were incubated with primary antibodies (STAT1, ab109461; PPARα, ab126285; HMGCS2, ab137043; PDK4, ab214938; GAPDH, ab181602, Abcam, United Kingdom; Plin5, A20418, Abclonal, Wuhan, China) at 4°C overnight. After washing 3 times with TBST and incubated with secondary antibodies at room temperature for 2 h. The bands were visualized with enhanced chemiluminescence (ECL kit) in dark. Then image J software was used to measure the gray value of the target protein bands. GAPDH was used as the loading control. This section of the experiment was repeated independently at least three times.

### Quantitative Real-Time Polymerase Chain Reaction Analysis

Total RNA was isolated from NMCMs and cardiac tissue using Trizol according to standard protocols. The RNA was then determined for purity and concerntration, and cDNAs were synthesized with 500 ng RNA using a reverse transcription kit. qRT-PCR analysis was performed using Takara SYBR Premix Ex Taq™ on Roche LightCycler480 PCR System. The mRNA expression was calculated by −2^ΔΔCT^ method, and GAPDH was used as the loading control.

### Enzyme-Linked Immunosorbent Assay

The contents of ANP, BNP, β-MHC and cTnI in the serum were detected by ELISA kits (Zhang et al., 2019). The test was conducted according to the manufacturers’ instructions.

### Statistical Analysis

The data in the study are presented as the means ± SD, and the data was analyzed using one-way ANOVA followed by the Student *t* test for multiple comparisons by SPSS 22.0 software. The *p* value of less than 0.05 was considered statistically significant.

## Results

### Protective Effects of Dapagliflozin on AAC-Induced Cardiac Hypertrophy in Mice

After 12 weeks of treatment with dapagliflozin, the protective effect of dapagliflozin on AAC-induced cardiac hypertrophy was observed. As shown in Figures 1A–C, we found compared with sham group, the left ventricular ejection fraction (LVEF) and fraction shortening (LVFS) in AAC model group were significantly inhibited, indicating a significant decrease in cardiac function in AAC-induced mice. After dapagliflozin treatment, the LVEF and LVFS in the treatment group were improved significantly compared with AAC group. Furthermore, LV mass in DAPA group was reduced markedly compared with AAC group (Figure 1D). According to the echocardiography results (Figures 1E–G), we also obtained HR, LVEDV and LVESV in different groups. There was no significant difference in HR between AAC group and treatment group. While, LVEDV and LVESV in AAC group were significantly increased compared with those in sham group, which was consistent with previous reports of cardiac hypertrophy (Ye et al., 2020). After treatment, LVEDV and LVESV were decreased significantly compared with AAC group. The results suggested that dapagliflozin can significantly improve cardiac function in AAC-induced mice. Masson staining results (Figure 1H) showed that dapagliflozin significantly blunted the myocardial fibrosis. WGA staining results (Figure 1I) were used to detect the changes of cell size. Consistent with the H&E results, dapagliflozin significantly inhibited abnormal hypertrophy of cardiomyocytes after treatment. We observed the changes of the heart as a whole (Figures 1J,K), and we found that the abnormal enlargement of the heart induced by AAC was significantly improved in the treatment group. The ratio of HW to BW was increased in AAC-induced mice, which could be reversed by dapagliflozin. Taken together, we demonstrated that dapagliflozin attenuated cardiac hypertrophy and improved cardiac function.

**FIGURE 1:**
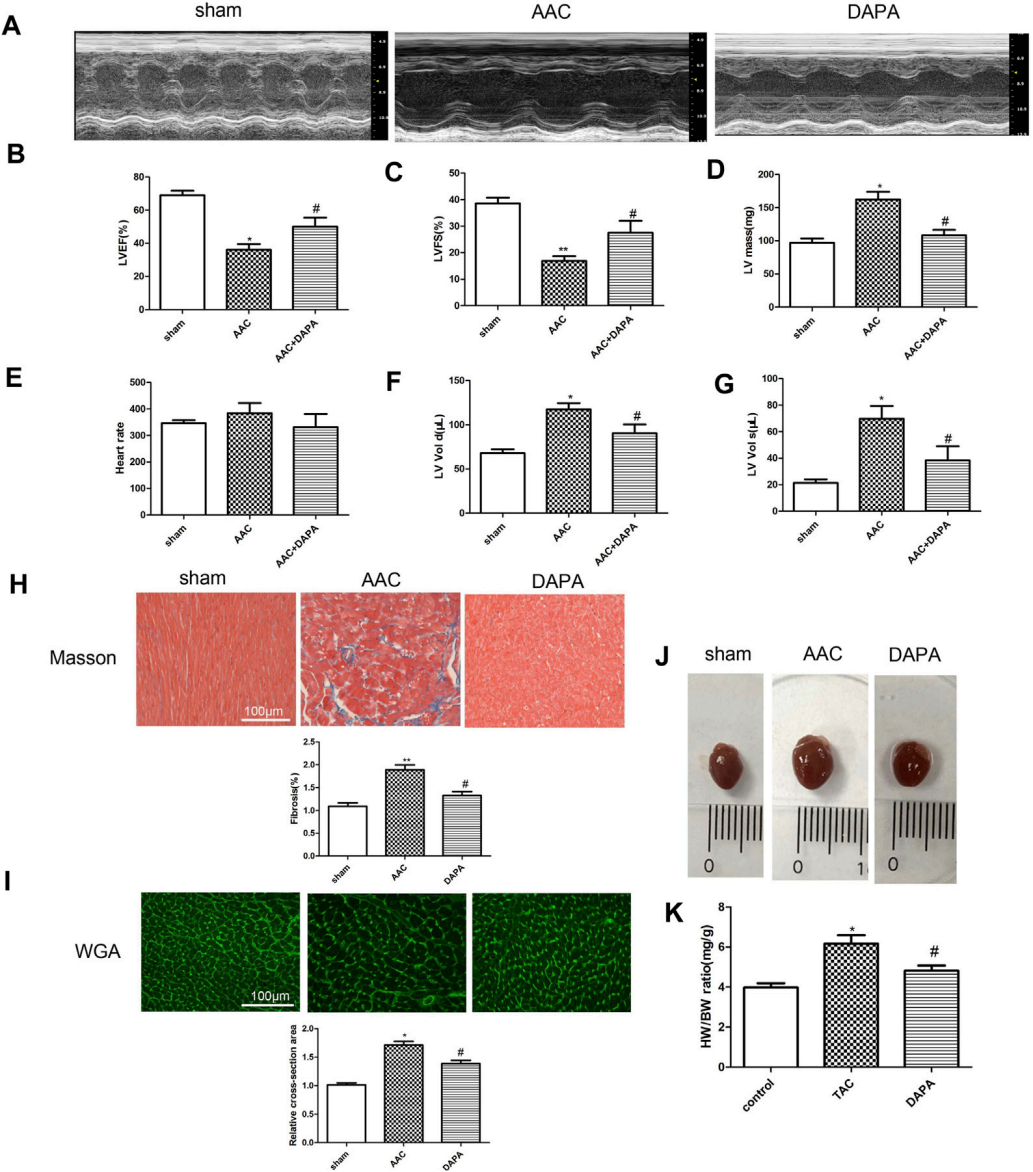
Dapagliflozin alleviated cardiac remodeling and improved cardiac function in AAC-induced mice **(A)** Representative M-mode echocardiography images. In AAC-induced mice, dapagliflozin improved ejection fractions (EF) **(B)** and fractional shortening (FS) **(C)**, LV mass **(D)**, Heart rate **(E)**, LV end-diastolic volume, LVEDV **(F)**, LV end-systolic volume, LVESV, *n* = 8 **(G)**. Images of Masson-stained **(H)** and WGA-stained sections **(I)** in different groups, *n* = 3, original magnification, 400× **(J)** Images of whole heart from mice in different groups after 28 days. **(K)** The heart weight to body weight ratio was determined, *n* = 8. The data were expressed as mean ± SD, *p < 0.05, vs. sham group; #*p* < 0.05, vs. AAC group.

### Dapagliflozin Down-Regulates the Levels of Genes Associated With Cardiac Hypertrophy in AAC-Induced Mice

In addition to the decreased cardiac function and the abnormal enlargement of the heart shape, cardiac hypertrophy is characterized by the activation of the fetal gene program, the abnormal up-regulated genes mainly including ANP, BNP, β-MHC and cTNI. In order to further confirm the effect of dapagliflozin on cardiac hypertrophy, ELISA assay was performed to detect the changes in the markers related to cardiac hypertrophy in serum of AAC-induced mice. As shown in Figures 2A–D, compared with sham group, the expression levels of ANP, BNP, β-MHC and cTNI in AAC group were significantly increased. After treatment, the expressions of markers were down-regulated by dapagliflozin. Moreover, qRT-PCR analysis was performed to detect the mRNA expression of ANP, BNP and β-MHC in heart tissues. Similarly, the qRT-PCR results (Figures 2E–G) were consistent with ELISA results. Based on the above results, we hypothesized that dapagliflozin could mitigate cardiac hypertrophy in AAC-induced mice.

**FIGURE 2:**
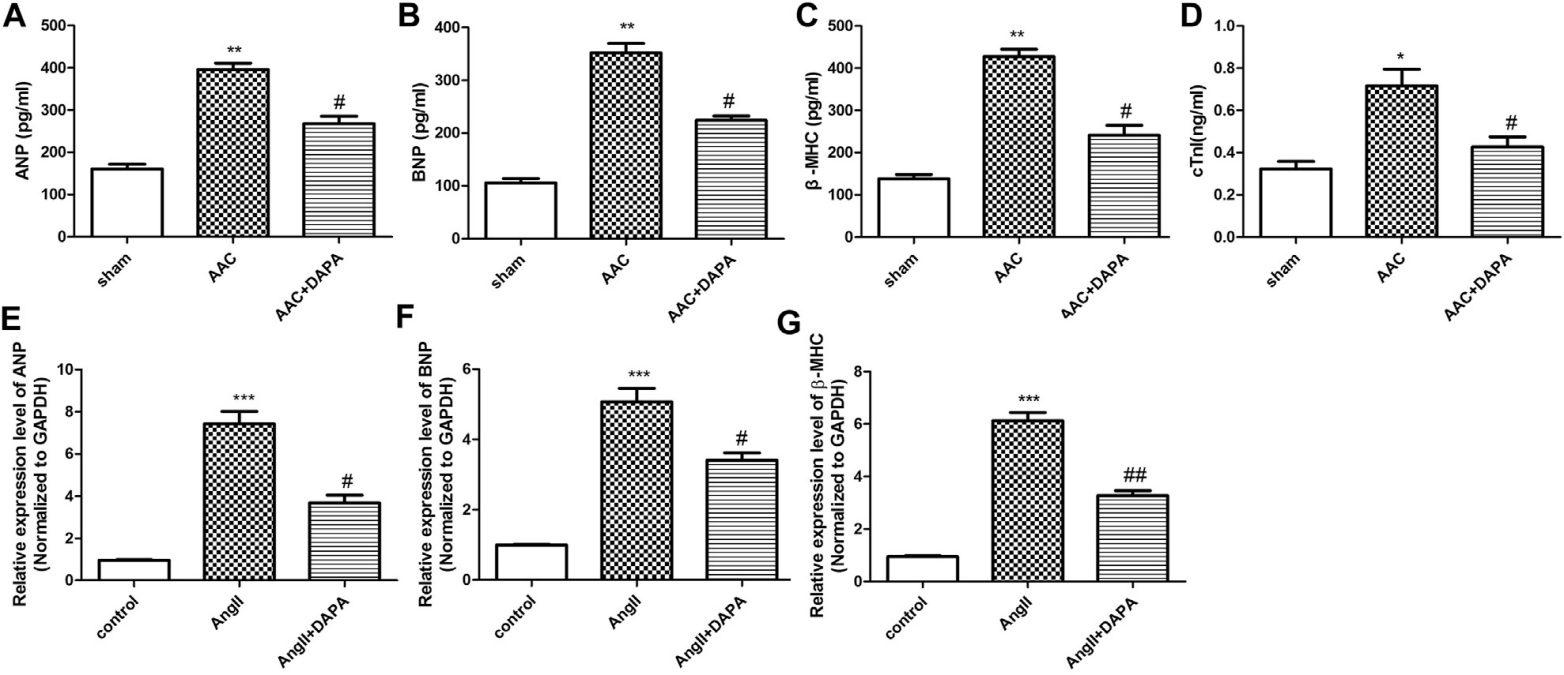
Effect of dapagliflozin on the level of cardiac hypertrophy-related genes in AAC-induced mice. The contents of ANP **(A)**, BNP **(B)**, β-MHC **(C)** and cTnI **(D)** in cardiac tissues of different groups were detected via ELISA kits. qRT-PCR analysis was performed to detect the mRNA expression of ANP **(E)**, BNP **(F)** and β-MHC **(G)**. The data were expressed as mean ± SD, *p < 0.05, vs. sham group; #*p* < 0.05, vs. AAC group.

### Dapagliflozin Attenuated AngII-Induced Cardiomyocyte Hypertrophy

Stimulation of NMCMs by AngII could induce cardiac hypertrophy (Mele et al., 2019). Cardiac troponin I (cTnI) is an important structural protein and a cardiomyocyte-specific marker (Luo et al., 2021). Immunofluorescence staining results (Figure 3A) of NMCMs showed obvious hyperplasia of myocardial cells induced by AngII, suggesting that the cardiac hypertrophy model was successful. Cardiomyocyte hypertrophy was inhibited after dapagliflozin treatment, demonstrating that dapagliflozin attenuates cardiac hypertrophy *in vitro*. And, qRT-PCR analysis was performed to detect the expression level of genes related to cardiac hypertrophy and to evaluate the effect of dapagliflozin on cardiomyocyte hypertrophy *in vitro*. The results (Figures 3B–E) indicated that compared with control group, the mRNA expressions of Nppa, Nppb, Serca2 and myh7 in AngII group were up-regulated significantly. While the mRNA expressions of Nppa, Nppb, Serca2 and myh7 in treatment group was down-regulated markedly compared to AngII group. Taken together, the results indicated that dapagliflozin attenuated cardiomyocyte hypertrophy *in vitro*.

**FIGURE 3:**
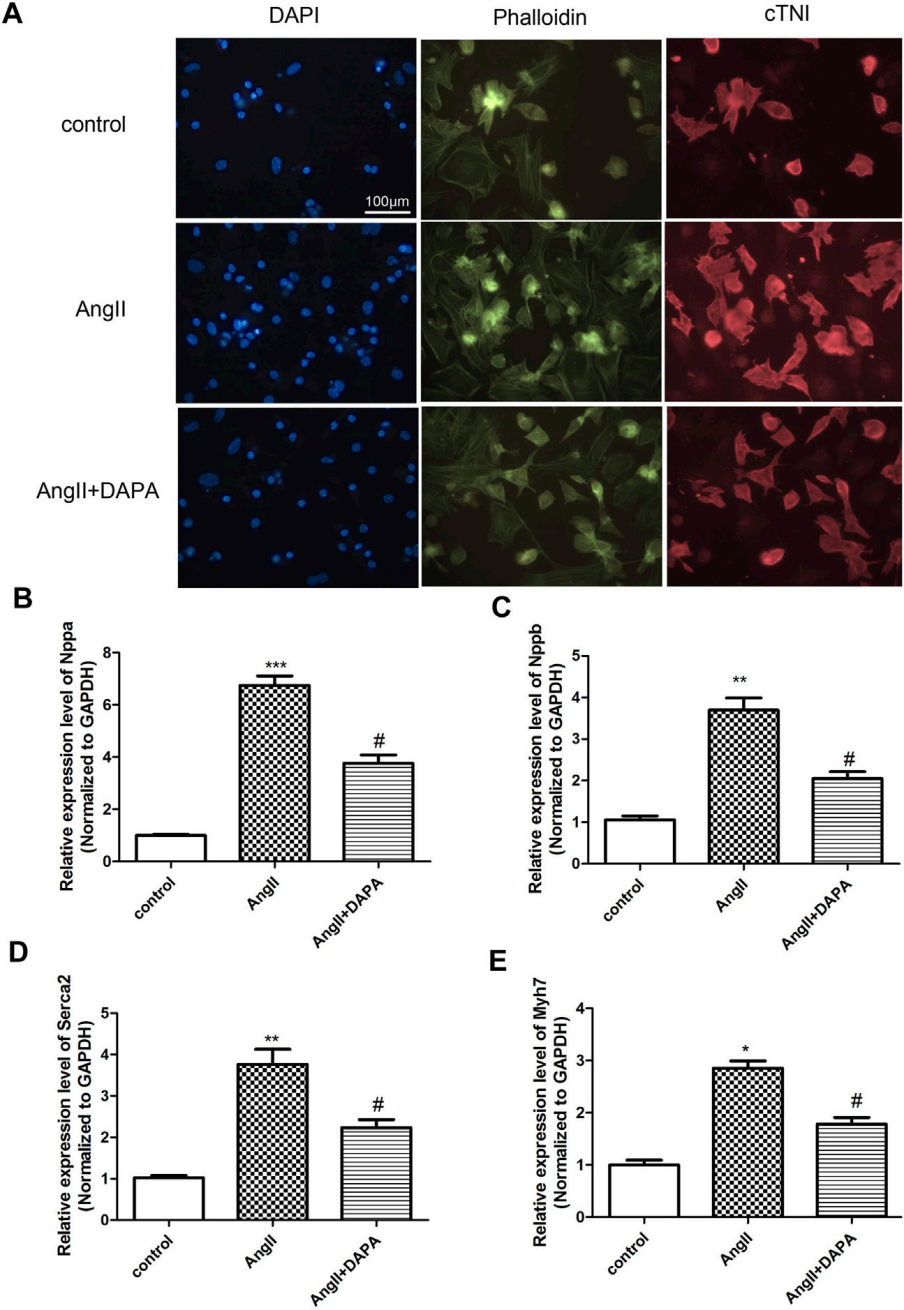
Dapagliflozin attenuated AngII-induced cardiomyocyte hypertrophy. **(A)** The morphological changes of cardiomyocyte cells were evaluated by immunofluorescence staining with anti-cTNI (red), cells were counterstained with DAPI (blue) staining the nucleus, Phalloidin-FITC staining the cytoskeleton (green) qRT-PCR analysis was used to detect the mRNA expression of Nppa **(B)**, Nppb **(C)**, Serca2 **(D)** and myh7 **(E)** in different groups. The data were expressed as mean ± SD in three independent experiments, *n* = 3, *p < 0.05, **p < 0.01, vs. control group; #*p* < 0.05, ##*p* < 0.01, vs. AngII group.

### Differential Gene Analysis of Dapagliflozin in AAC-Induced Mice Detected by Gene Microarray

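Gene expression in the heart was measured on 3 Affymetrix microarrays, 1 array for the sham group, 1 for the AAC group and 1 for the group given dapagliflozin after AAC (AAC + DAPA). AAC is abdominal aortic constriction, a ligature that narrows the abdominal aorta and loads the left ventricle with pressure. Dapagliflozin, an inhibitor of the sodium-glucose cotransporter SGLT2, was given in the drinking water at 25 mg/kg per day for 12 weeks. The paper lists 8 mice per group and an age of 8 weeks when the mice were obtained, and the sample labels give an age of 10 weeks. Neither source says whether the RNA on an array came from 1 mouse or from several. The mice of all groups are labelled male. The values used here are log2 expression values that the authors deposited after normalization, to 2 decimals, and the paper states that normalization followed a standard protocol of Agilent Technologies, without naming the method. The paper names the array as Affymetrix GeneChip PrimeView, which is made for human genes, whereas the deposited probes name mouse genes. The median over the 22206 probes was 5.24 for sham, 5.30 for AAC and 5.23 for AAC + DAPA. Of these probes, 19572 name exactly 1 gene, and the 19505 genes were taken as the mean over their probes. On all 3 arrays 14.8% of the probes carried the same value. A gene was counted as higher or lower at a difference of at least 1.5-fold. With 1 array per group there is no replicate check of any difference, so no test was run and no p-value is given. The 55 genes with several probes give a partial measure of the error, since the difference between AAC and sham had an SD of 0.32 (log2) between probes of the same gene, and that between AAC + DAPA and AAC an SD of 0.26. These SDs hold no difference between animals, because the probes of a gene read the same RNA. Both comparisons use the same AAC array, so an error on that array enters them with opposite signs. Y-linked genes were high on the AAC array alone, with Eif2s3y at 2.50 in sham, 11.71 in AAC and 2.72 in AAC + DAPA (log2). Both comparisons with the AAC array carry this difference along with that of the condition.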

To further study the protective mechanism of dapagliflozin in AAC-induced mice, we conducted a microarray analysis. FC > 1.5 or FC < −1.5 represented significant differential expression. 

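Of the 19505 genes, 811 were at least 1.5-fold higher and 815 at least 1.5-fold lower on the AAC + DAPA array than on the AAC array, 1626 in all. Counting each probe on its own, whether or not it names a gene, gave 949 higher and 1074 lower. Among genes above the median level of their array, the largest difference upward was that of Pdk4, the kinase that inhibits pyruvate dehydrogenase, followed by the mitochondrial uncoupling protein Ucp3, 17.5-fold higher in AAC + DAPA. Skeletal actin Acta1 was 7.94-fold higher, the complement protease Masp2 7.46-fold, from a level of 3.71 (log2) under the 25th percentile of the AAC array (3.85), the retinol-binding protein Rbp7 6.02-fold, the hexosamine pathway enzyme Pgm3 5.70-fold, the calcium-binding protein Casq1 5.50-fold, the scavenger receptor Colec12 4.63-fold and smooth muscle actin Acta2 4.14-fold. In the other direction, the Y-linked Eif2s3y and Kdm5d were lower in AAC + DAPA than in AAC, and stood there under the 5th percentile of the array, 3.02 (log2), so that no fold is given. Pttg1, which encodes securin, was 42.2-fold lower, and Alas2, the first enzyme of heme synthesis in red blood cells, 9.78-fold lower. Between AAC and sham, 952 genes were higher and 972 lower in AAC. They included the interferon-induced genes Isg20 (16.3-fold higher) and Ube2l6 (16.7-fold higher), the clock output gene Dbp (15.1-fold higher), the nuclear receptor Nr4a3 (49.5-fold lower), Acta2 (36.0-fold lower), the matrix protein Olfml2b (16.2-fold lower), the melanin enzyme Dct (14.3-fold lower), the cell cycle inhibitor Cdkn1a (9.58-fold lower), the immediate early kinase Sik1 (9.00-fold lower) and the gluconeogenic enzyme Fbp2 (8.82-fold lower). The AAC array lay at least 1.5-fold beyond both other arrays for 817 genes, 443 of them higher and 374 lower, the sham array for 618 and the AAC + DAPA array for 413. With the 3 values of each gene exchanged at random between the arrays in 100 draws, the AAC array stood apart for 578 to 673 genes. Each gene was exchanged on its own, so this range is too narrow where genes move together. An array that differs for a reason other than the condition could exceed it as well. Among 1429 olfactory, vomeronasal and trace amine receptor genes, chosen after the data were examined because the heart is not known to use most of them, 6.79% passed 1.5-fold between AAC + DAPA and AAC, against 8.34% of all genes. For AAC against sham these shares were 5.67% and 9.86%. The receptor genes had a median level of 3.95 (log2), under that of all genes (5.28 in sham and 5.31 in AAC). The share that passes 1.5-fold varies with the level, so the receptor genes do not give the error of genes at higher levels.

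**Figure D1:**
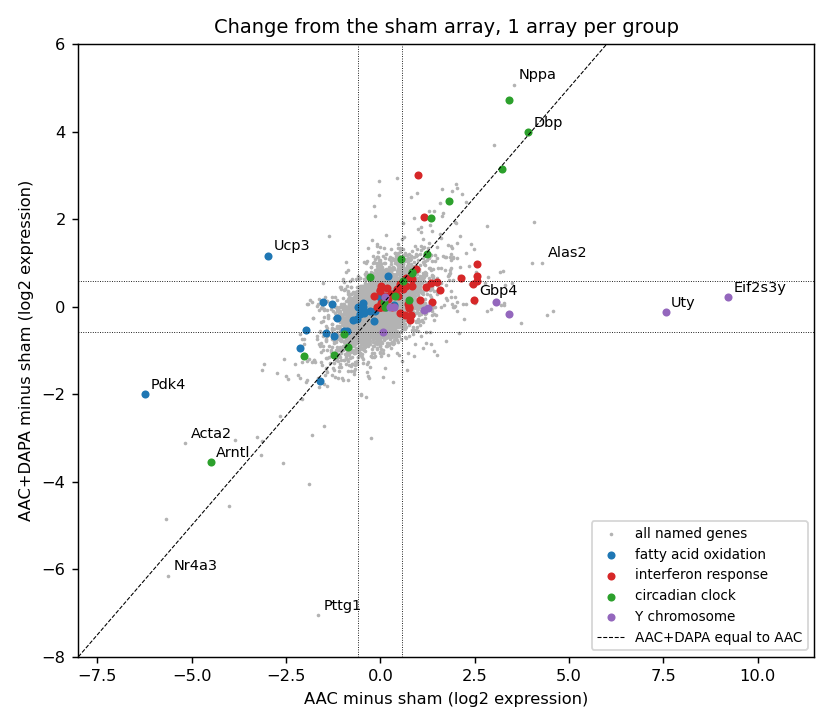
Difference of each gene from the sham array (log2 expression), for the AAC array on the horizontal axis and the AAC + DAPA array on the vertical axis, with 1 array per group. Each point is 1 of 19505 genes, colours mark 4 gene lists, dotted lines mark 1.5-fold and the dashed line marks equal values on the AAC and AAC + DAPA arrays. Eif2s3y and Uty lie far to the right near 0 on the vertical axis, Pdk4 and Ucp3 lie above the dashed line on the left, and Dbp lies close to the dashed line.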

As shown in Figure 4A, compared with AAC group, we found 2014 genes changed significantly in the dapagliflozin treatment group, among which 941 genes were up-regulated and 1,073 genes were down-regulated. Besides, signaling pathway enrichment analysis showed the PPAR signal pathway was significantly down-regulated in AAC-induced mice compared with sham group. 

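Of 85 genes listed for the PPAR signaling pathway, 76 were measured. On the AAC array 11 were at least 1.5-fold lower than on the sham array, 1 was higher and 64 lay within 1.5-fold. The share that was lower, 14.5%, was 2.90 times that of all genes. Cpt2, which re-forms acyl-CoA from acylcarnitine in mitochondria, was 4.35-fold lower (11.32 against 13.44, log2), and Dbi, which binds acyl-CoA, was 4.08-fold lower. The lipid droplet proteins Plin4 and Plin5 were 2.13-fold and 1.64-fold lower. Ppara, which encodes the receptor PPARα, was 2.14-fold lower, at 9.89 against 10.99. The receptor subunits Rxra (1.52-fold lower) and Rxrg (1.57-fold lower), the lipoprotein lipase inhibitor Angptl4 (1.85-fold lower), the peroxisomal thiolase Acaa1a (1.85-fold lower), malic enzyme Me1 (1.87-fold lower) and the glycerol channel Aqp7 (1.52-fold lower) were further members. The member that was higher was the acyl-CoA synthetase Acsl6, by 1.74-fold. The median over the 76 genes was −0.01 (log2), since most members differed little. Of 27 measured genes listed for fatty acid uptake and oxidation, 7 of which are also in the PPAR list, 15 were lower in AAC and 0 were higher, with a median of −0.62. This median was below those of all 10000 random lists of genes of like level. The list is wider than uptake and beta-oxidation. It also holds Pdk4, Ucp3, the coactivator Ppargc1a and the acyl-CoA thioesterases Acot1 and Acot2, all of them among the 15. Acot1 was 3.94-fold and Acot2 2.85-fold lower, and the very long-chain dehydrogenase Acadvl was 2.69-fold lower. The clock genes, many of which cycle over the day, also separated these arrays, with Dbp higher in AAC by 3.92 (log2) and Arntl lower, at −4.49.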

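On the AAC + DAPA array 9 of the 76 measured PPAR pathway genes were at least 1.5-fold higher than on the AAC array, 0 were lower and 67 lay within 1.5-fold. The share that was higher, 11.8%, was 2.85 times that of all genes, while the median over the list was 0.00 (log2). Malic enzyme Me1 was 3.76-fold higher, and its level in AAC + DAPA was also 2.01-fold above sham. Cpt2 and Dbi were each 2.27-fold higher than in AAC and stayed below sham, by 1.92-fold and 1.80-fold. Aqp7 was 1.87-fold higher, Angptl4 1.75-fold, the fatty acid transporter Slc27a1 1.74-fold, Plin4 and Plin5 1.56-fold each and Acaa1a 1.51-fold. Of the 27 genes listed for fatty acid uptake and oxidation, 9 were higher and 0 were lower, with a median of 0.42. Against sham, 5 of the 27 were lower and 2 higher in AAC + DAPA, with a median of −0.15. The AAC array is shared by both comparisons, so genes low on it tend to lie higher in AAC + DAPA. The 15 oxidation genes lower in AAC had a median of 0.82 for AAC + DAPA against AAC. Random lists of 15 from all genes lower in AAC had medians of 0.18 to 0.71 (middle 95%). Those lists were not matched on the size of the fall in AAC, which had a median of −1.27 for the 15 genes. They therefore do not separate a rise in AAC + DAPA from the effect of the shared array. Among the 9 higher genes were Pdk4 and Ucp3, which had the largest differences. Others were Acot2 (3.05-fold higher), Acot1 (2.73-fold higher), malonyl-CoA decarboxylase Mlycd (2.51-fold higher) and the carnitine carrier Slc25a20 (1.85-fold higher). Ppara differed by −0.27 from AAC, at 9.62. Ppargc1a, a coactivator of mitochondrial genes, was 3.03-fold lower in AAC than in sham and differed from AAC by −0.11 in AAC + DAPA. The AAC array stood apart from both others, on the low side, for 8 PPAR genes and 9 oxidation genes.

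**Figure D2:**
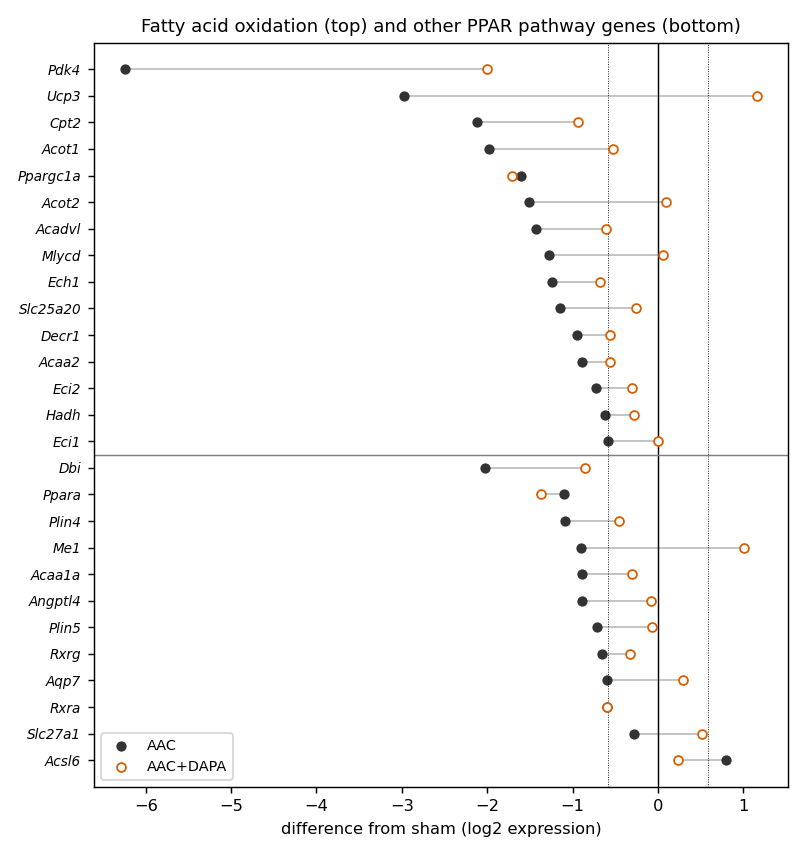
Difference from the sham array (log2 expression, horizontal axis) of 27 genes that passed 1.5-fold in at least 1 of the comparisons of AAC with sham and AAC + DAPA with AAC, with fatty acid oxidation genes above the line and the other PPAR pathway genes under it. Filled points are the AAC array, open points the AAC + DAPA array, and dotted lines mark 1.5-fold. Most open points lie to the right of the filled ones, while those of Ppara, Ppargc1a and Acsl6 lie to the left and those of Rxra coincide.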

While PPAR signaling pathway was up-regulated in treatment group compared with AAC group. In addition, we have identified some key differential genes (Table 1), which may be key signaling molecules for the protective effects of dapagliflozin. 

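Of the genes of Table 1, 13 are reported here. Pdk4 stood at 15.78 in sham, 9.54 in AAC and 13.78 in AAC + DAPA (log2), 75.6-fold lower in AAC than in sham and 18.9-fold higher in AAC + DAPA than in AAC, and remained 4.00-fold under sham. Cxcr4, the receptor of the chemokine CXCL12, was 2.01-fold higher in AAC than in sham and 2.10-fold lower in AAC + DAPA than in AAC. Tap1, the peptide transporter of antigen presentation, was 2.06-fold higher and then 1.85-fold lower, and the growth factor Igf1 1.88-fold higher and then 2.07-fold lower. In the other direction, the proteoglycan Sdc2 was 1.88-fold lower in AAC and 1.88-fold higher in AAC + DAPA, the ATPase Vcp 2.19-fold lower and 1.92-fold higher, and the secreted glutathione peroxidase Gpx3 2.17-fold lower and 2.10-fold higher. Thy1 was 1.71-fold lower and 1.71-fold higher, Shb 2.25-fold lower and 1.84-fold higher, and Rgs7 4.20-fold lower and 1.75-fold higher. Shb stood at 3.80 (log2) in AAC, under the 25th percentile of that array (3.85). The Y-linked Uty stood at 3.09 in sham, 10.65 in AAC and 2.96 in AAC + DAPA (log2), and the Y-linked Sly at 5.30, 8.37 and 5.40. The paper proposes the genes of Table 1 as possible key signaling molecules for the protection by dapagliflozin. Tap1 moved with the interferon response. Of 49 measured genes that interferons induce, 26 were at least 1.5-fold higher in AAC than in sham and 0 were lower, with a median of 0.66. Against AAC, 19 were lower in AAC + DAPA and 2, Xaf1 and Ifit2, were higher, with a median of −0.18, or −0.52 among genes above the median level. Guanylate-binding proteins were among the largest, with Gbp4 higher in AAC by 5.58-fold and lower in AAC + DAPA by 5.06-fold, and the chemokine Cxcl9 higher by 5.86-fold and lower by 3.92-fold. Markers of macrophages and monocytes moved alongside, 11 of 17 being higher in AAC than in sham (median 0.85) and 11 lower in AAC + DAPA than in AAC (median −0.79). Of them, the chemokine receptor Ccr2 was 7.16-fold higher in AAC, the mannose receptor Mrc1 2.64-fold and the protease Ctss 2.28-fold. Of 12 markers of red blood cells 6 were measured, of which 4 were higher in AAC and the same number lower in AAC + DAPA.

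**Figure D3:**
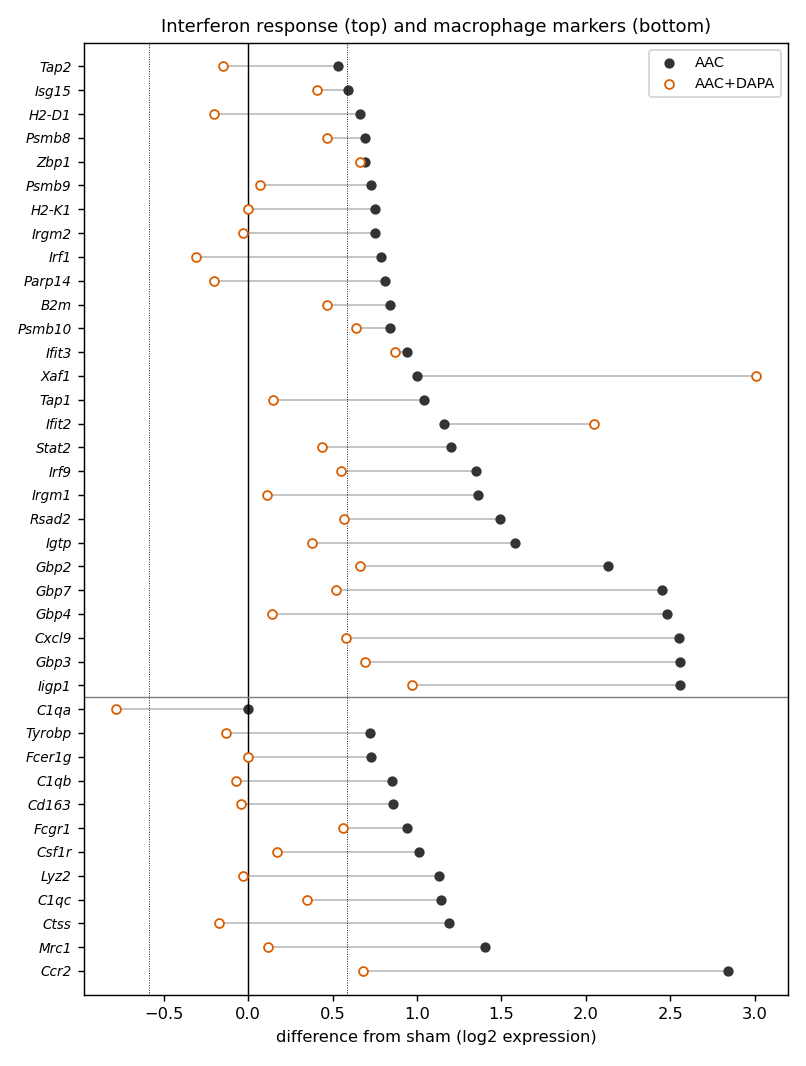
Difference from the sham array (log2 expression, horizontal axis) of 39 genes that passed 1.5-fold in at least 1 of the comparisons of AAC with sham and AAC + DAPA with AAC, with interferon response genes above the line and markers of macrophages and monocytes under it. Filled points are the AAC array, open points the AAC + DAPA array, and dotted lines mark 1.5-fold. Most open points lie to the left of the filled ones, and those of Xaf1 and Ifit2 lie to the right.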

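Plin5, a lipid droplet protein of the heart, had log2 values of 7.95 in sham, 7.24 in AAC and 7.88 in AAC + DAPA. It is among 17 measured genes of lipid droplet coats and lipolysis, 4 of which are also in the PPAR list. In AAC 8 of them were at least 1.5-fold lower than in sham and 0 were higher, with a median of −0.49 (log2). In AAC + DAPA 7 were higher than in AAC and 0 were lower, with a median of 0.39. The hormone-sensitive lipase Lipe was 3.01-fold lower in AAC and 2.00-fold higher in AAC + DAPA than in AAC. The triglyceride lipase Pnpla2 was 1.51-fold lower and 2.33-fold higher, Fitm2, a protein of lipid droplet formation, 1.96-fold lower and 1.80-fold higher, and Cidea 1.79-fold lower and 1.91-fold higher. Against sham, the median over the 17 genes in AAC + DAPA was 0.00. Adipocyte markers were measured beside them, and 10 of 13 such genes lay under sham in AAC and 1 above, with a median of −0.16, while 10 lay above AAC in AAC + DAPA and 1 under, with a median of 0.18. Past 1.5-fold were Cidea, lower in AAC, and Cidea and Cidec, higher in AAC + DAPA. Cidea, Cidec and Plin1 are also in the lipid droplet list, so the adipocyte markers are not a separate measure.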

In subsequent experiments, we explored the mechanism of dapagliflozin by targeting signaling pathways and key molecules.

**FIGURE 4:**
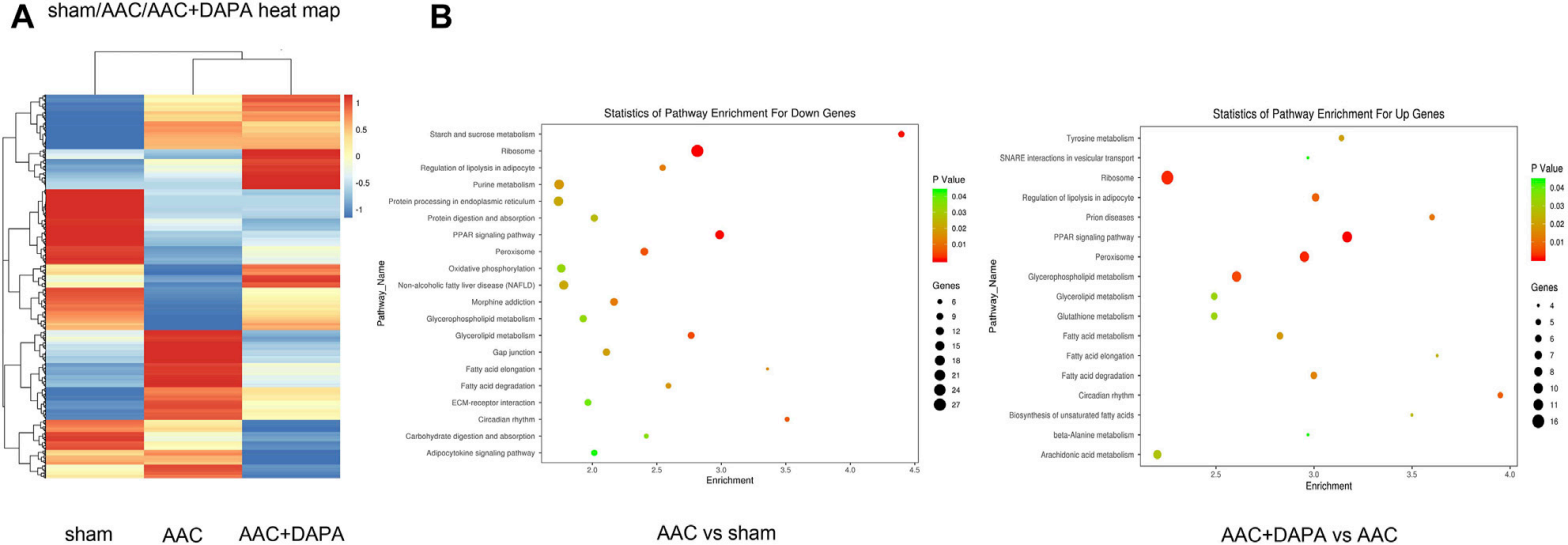
Differential gene analysis of dapagliflozin in AAC-induced mice detected by gene microarray **(A)** Clustered heat map showed the differential gene expression profile after dapagliflozin treatment in AAC-induced mice. **(B)** Signaling pathway enrichment analysis among different groups, the PPAR signal pathway (red line) is the signal pathway of this research.

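Over all 19505 genes the root mean square difference was 0.413 (log2) between AAC and sham, 0.370 between AAC + DAPA and AAC and 0.336 between AAC + DAPA and sham. The Y-linked genes, high on the AAC array alone, add to both differences from AAC. Of 64 ribosomal protein genes, 16 were lower in AAC than in sham, Rpl35a (3.10-fold) and Rps19 (2.20-fold) among them, and 7 were higher in AAC + DAPA than in AAC, with medians of −0.32 and 0.18. Of 82 genes of oxidative phosphorylation, 9 were lower in AAC, 1 was higher and 72 lay within 1.5-fold, with Ndufb10 2.60-fold lower. In AAC + DAPA, 3 were higher than in AAC, a share of 3.66% against 4.16% of all genes, with a median of 0.075. Of 43 peroxisomal genes, 8 were lower in AAC, among them Pex11a (4.76-fold) and the epoxide hydrolase Ephx2 (3.92-fold), 1 was higher, and 5 were higher in AAC + DAPA than in AAC, while the median of the list was 0 in both comparisons. Of 20 clock genes, 10 were higher and 5 lower in AAC than in sham, and 11 were higher and 5 lower in AAC + DAPA than in sham. Against AAC, 6 were higher and 1 was lower in AAC + DAPA. The sham array stood apart from both others for 14 of them, with Per3 9.25-fold and Ciart 10.7-fold higher in AAC, and 8.82-fold and 26.2-fold higher in AAC + DAPA.

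**Figure D4:**
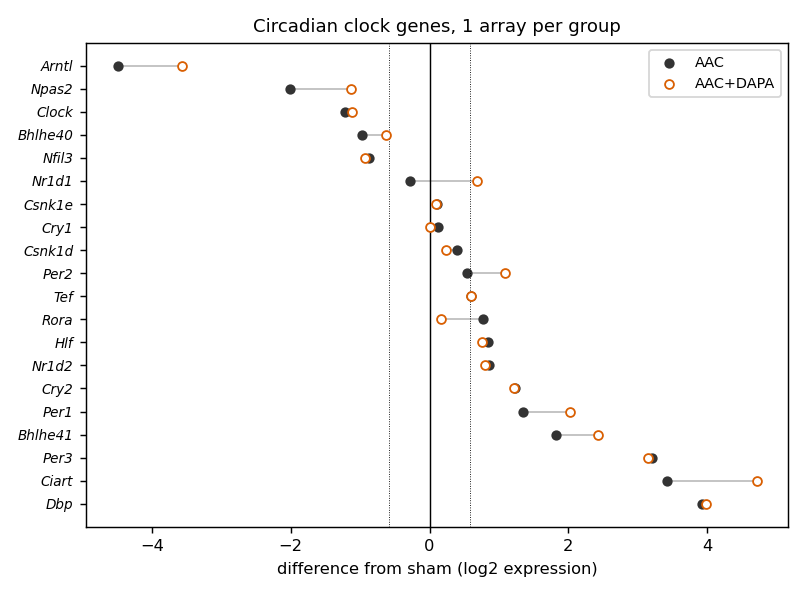
Difference from the sham array (log2 expression, horizontal axis) of 20 genes of the circadian clock and its output. Filled points are the AAC array, open points the AAC + DAPA array, and dotted lines mark 1.5-fold. For Dbp, Per3 and Cry2 the 2 points nearly coincide away from 0, and Arntl lies at −4.49 and −3.56.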

**TABLE 1:** Representative differential genes after dapagliflozin treatment in AAC-induced mice (Fc < 0, down-regulated; Fc > 0, up-regulated).

Gene name	Fold changes	
	Sham/AAC	AAC + DAPA/AAC
STAT1	3.227	−7.945
Plin5	−1.636	1.558
PDK4	−75.584	18.896
HMGCS2	−134.364	9.646
Cxcr4	2.014	−2.099
Tap1	2.056	−1.853
IGF1	1.879	−2.071
Sly	6.916	−8.754
Uty	188.706	−206.5
Rgs7	−4.199	1.753
Thy1	−1.705	1.705
Sdc2	−1.879	1.879
Vcp	−2.189	1.919
Gpx3	−2.173	2.099
Shb	−2.25	1.84

### Dapagliflozin Mediated the Plin5/PPARα Signaling Axis to Mitigate AngII-Induced Cardiomyocyte Hypertrophy

Combined with the differential genes screened by microarray, qRT-PCR analysis and western blotting assay were used for *in vitro* validation. We identified the differential gene Plin5, STAT1 and PPARα signaling pathways for verification. As shown in Figures 5A–E, qRT-PCR results showed that compared with control group, the mRNA expression of STAT1 was up-regulated significantly in AngII group, while the expressions of Plin5, PPARα, HMGCS2 and PDK4 were down-regulated. After treatment, the mRNA expressions of STAT1, Plin5, PPARα, HMGCS2 and PDK4 were reversed by dapagliflozin. Interestingly, the qRT-PCR results matched the microarray results. Likewise, western blot results (Figures 5F–K) showed the same trends. To sum up the above results, we hypothesized that dapagliflozin mediated the Plin5/PPARα signaling axis to mitigate cardiac hypertrophy.

**FIGURE 5:**
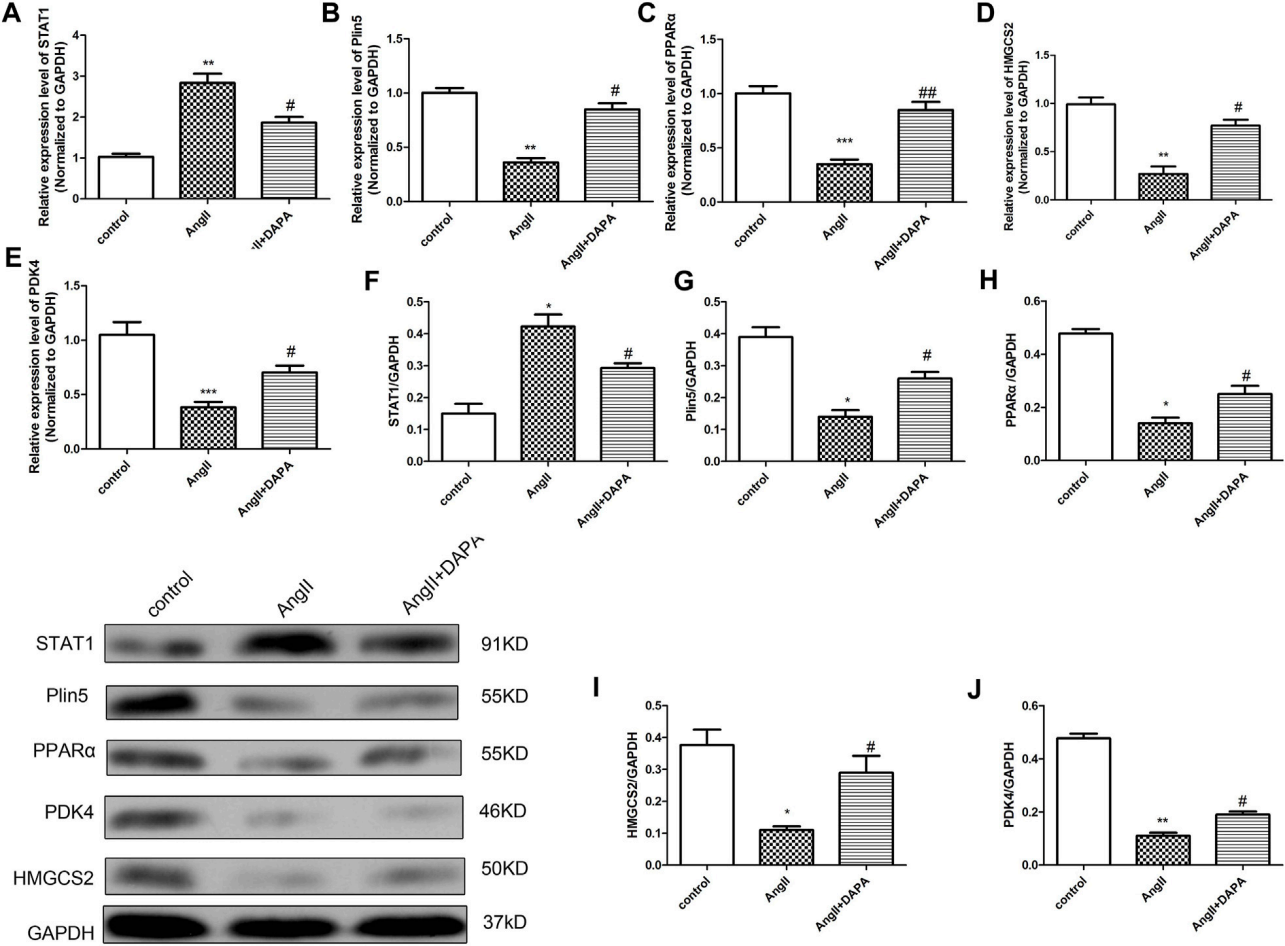
Dapagliflozin mediated the Plin5/PPARα signaling axis to mitigate AngII-induced cardiomyocyte hypertrophy. qRT-PCR analysis was used to detect the mRNA expressions of STAT1 **(A)**, Plin5 **(B)**, PPARα **(C)**, HMGCS2 **(D)** and PDK4 **(E)** in cardiomyocytes of different groups. **(F–J)** Western blotting assay was performed to detect the protein expressions of STAT1, Plin5, PPARα, HMGCS2 and PDK4. The data were expressed as mean ± SD, *n* = 3, *p < 0.05, vs. control group; #*p* < 0.05, vs. AngII group.

### Dapagliflozin Mediated the Plin5/PPARα Signaling Axis to Attenuate Cardiac Hypertrophy *in vivo*

To further clarify our hypothesis, we validated the expression of differential genes and signaling molecules in AAC-induced mice. QRT-PCR analysis and western blotting assay were performed to detect the mRNA and protein expressions of STAT1, Plin5, PPARα, HMGCS2 and PDK4 in heart tissues of different groups. Similarly, we found the same results (Figure 6) as *in vitro* experiment, confirming that dapagliflozin could attenuate cardiac hypertrophy.

**FIGURE 6:**
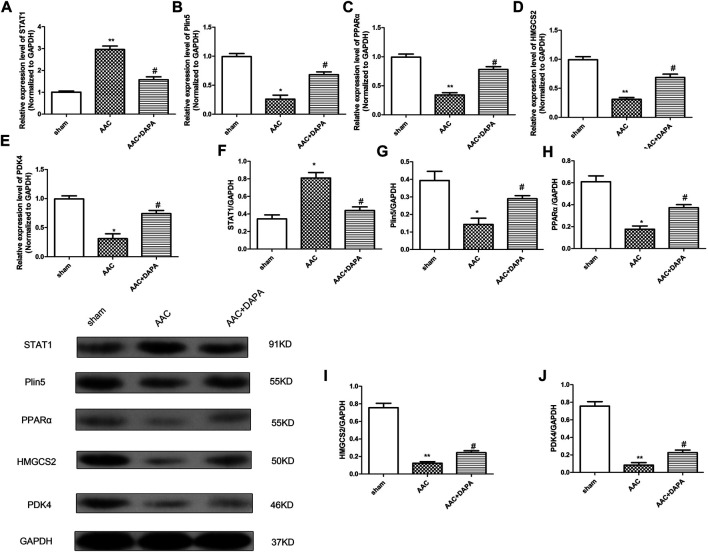
Dapagliflozin mediated the Plin5/PPARα signaling axis to attenuate cardiac hypertrophy *in vivo*. qRT-PCR analysis was used to detect the mRNA expressions of STAT1 **(A)**, Plin5 **(B)**, PPARα **(C)**, HMGCS2 **(D)** and PDK4 **(E)** in cardiac tissues. **(E)** Western blotting assay was performed to detect the protein expressions of STAT1, Plin5, PPARα, HMGCS2 and PDK4. The data were expressed as mean ± SD, *n* = 3, *p < 0.05, vs. sham group; #*p* < 0.05, vs. AAC group.

### Silence Plin5 or GW6471 Could Reverse the Protective Effect of Dapagliflozin-Mediated PPARα Signaling Axis in AngII-Induced Cardiomyocyte Hypertrophy

Finally, we investigated whether dapagliflozin mediated the Plin5/PPARα signaling axis to exert a protective effect against cardiac hypertrophy. Plin5 silencing and GW6471 (PPARα inhibitors) were used to reduce the expression of Plin5 and PPARα, respectively. The expression levels of Plin5/PPARα signal axis-related proteins were detected by western blotting assay. The results (Figures 7A–D) showed that compared with AngII + DAPA + DMSO group, the expressions of Plin5, PPAR-α, HMGCS2 and PDK4 in AngII + DAPA + GW6471 group were reduced significantly. Similarly, the expressions of Plin5, PPARα, HMGCS2 and PDK4 in AngII + DAPA + si-Plin5 were significantly down-regulated compared with AngII + DAPA + si-NC group. Western blot results suggested that si-Plin5 and GW6471 could reverse the expression levels of Plin5/PPARα signaling axis in AngII-induced cardiomyocyte. Thus, we speculated that dapagliflozin could up-regulate the expressions of Plin5/PPARα and further promote the expression levels of PDK4 and HMGCS2. Subsequently, ELISA and qRT-PCR assays were used to detect the expressions of cardiac hypertrophy-related molecules and verify the effect of si-Plin5 and GW6471 on the protective effect of dapagliflozin. ELISA results (Figures 7E–H) showed that compare to AngII + DAPA + DMSO group, the contents of ANP, BNP, β-MHC and cTNI in AngII + DAPA + GW6471 group were significantly increased. The contents of ANP, BNP, β-MHC and cTNI in AngII + DAPA + si-Plin5 were increased markedly compared with that in AngII + DAPA + si-NC group. Furthermore, qRT-PCR results (Figures 7I–L) showed that compared to AngII + DAPA + DMSO group, the mRNA expressions of Nppa, Nppb, Serca2 and myh7 in AngII + DAPA + GW6471 group were significantly increased. The mRNA expressions of Nppa, Nppb, Serca2 and myh7 in AngII + DAPA + si-Plin5 group were increased significantly compared with those in AngII + DAPA + si-NC group. In conclusion, we found that si-Plin5 and GW6471 could reverse the protective effect of dapagliflozin on cardiac hypertrophy. It also revealed that dapagliflozin regulated the Plin5/PPAR-α signaling axis to inhibit cardiac hypertrophy.

**FIGURE 7:**
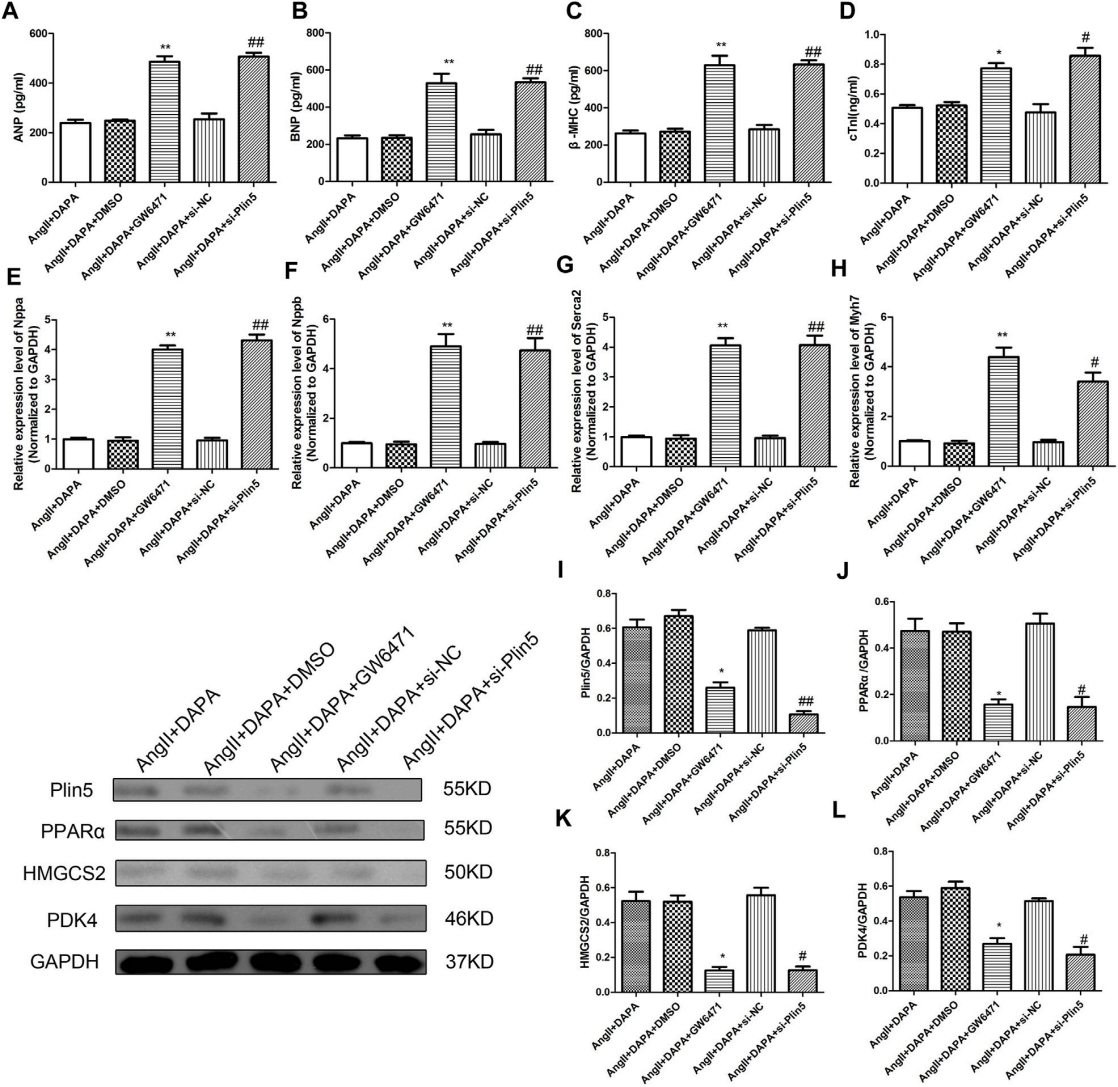
Silence Plin5 or GW6471 could reverse the protective effect of dapagliflozin-mediated PPARα signaling axis in AngII-induced cardiomyocyte hypertrophy. The content of ANP **(A)**, BNP **(B)**, β-MHC **(C)** and cTNI **(D)** in cell culture supernatant was detected by ELISA kits. qRT-PCR analysis was performed to detect the mRNA expression of Nppa **(E)**, Nppb **(F)**, Serca2 **(G)** and myh7 **(H)** in different groups. **(I–L)** Western blotting assay was used to detect the protein expressions of Plin5, PPARα, HMGCS2 and PDK4 in cardiomyocyte of different groups. The data were expressed as mean ± SD, *n* = 3, *p < 0.05, vs. AngII + DAPA + DMSO group; #*p* < 0.05, vs. AngII + DAPA + si-NC group.

## Discussion

In the present study, we evaluated the effect of DAPA on AAC-induced cardiac hypertrophy. *In vivo*, we found that DAPA treatment mitigated AAC-induced myocardial hypertrophy, fibrosis, and cardiac dysfunction. *In vitro*, we confirmed that DAPA inhibited AngII-induced abnormal cardiomyocytes hypertrophy. Furthermore, we demonstrated an inhibitory role of DAPA on cardiac hypertrophy by activating Plin5/PPARα signaling cascades in the myocardium. These results implied that DAPA could ameliorate cardiac dysfunction in AAC-induced mice, which is consistent with the results of other studies.

DAPA is a new class of oral hypoglycemic agents, SGLT2I, which can enhance renal glucose excretion or glycerine and reduce hyperglycemia (Garcia-Ropero et al., 2018). It has been reported that patients taking DAPA have a lower risk of heart failure and heart disease compared with other glucose-lowering drugs. There is sufficient evidence to suggest that the cardioprotective effects of DAPA are attributable to their systemic effects through glucose and sodium. However, the molecular mechanism of its regulation on cardiac hypertrophy remains unclear.

In the present study, AAC-induced cardiac hypertrophy model in mice was established to further investigate the cardiac function and pathological process after DAPA treatment. We found that DAPA significantly improved cardiac function and increased ejection fraction, which is consistent with Chang et al. reported results (Zhang et al., 2021). After 12 weeks of treatment, we found that the LVEF and LVFS were significantly increased, while LVEDV and LVESV were significantly decreased. In addition, we found that DAPA could reduce cardiac enlargement and inhibit the development of pathological processes, which may contribute to improving cardiac function.

Taking into account the complex pathological factors of cardiac hypertrophy, ventricular hypertrophy and left ventricular weight were considered as the core factors of cardiac hypertrophy aggravated death (Aistrup et al., 2013). In our study, DAPA treatment significantly improved the HW/BW ratio and inhibited myocardial tissue fibrosis. Besides, *in vitro* experiments also confirmed that DAPA can significantly reduce the abnormal hypertrophy of cardiomyocytes and downregulate the molecular markers related to cardiac hypertrophy.

PPARα is the most abundant PPAR isoform in heart tissue, and the activation of its related signaling pathways directly affected the expressions of key genes in fatty acid oxidation, which is crucial to lipid metabolism and energy metabolism balance in the heart (Campbell et al., 2002). Numerous studies (Zhao et al., 2017) have reported the beneficial effect of activation of the PPARα signal on the development of cardiac hypertrophy, which may be attributed to its regulation of myocardial function and energy metabolism through modulating fatty acid oxidation. Hrvey (Harvey et al., 2020) reported that Nox2 was a key signaling molecule in the pathological reaction of PPARα down-regulation leading to cardiac hypertrophy, which proved that the molecular mechanism of PPARα in cardiac hypertrophy from the negative side. In cardiac hypertrophy, the overexpression of PPARα in cardiac tissue can mediate the p53/GSK3β signaling pathway to significantly improve myocardial energy deficiency and cardiac function, which also supports the important role of PPARα in the pathological process of cardiac hypertrophy (Rana et al., 2019). Interestingly, the absence of PPARα led to a more marked hypertrophic growth response and cardiac dysfunction, which is associated with enhanced expression of inflammatory markers and extracellular matrix remodeling (Smeets et al., 2008). In our study, Plin5 and PPARα signaling pathways were selected as the key signaling molecules in AAC-induced mice according to gene chip detection. Consistent with previous studies (Hou et al., 2021), we found that PPARα was significantly down-regulated in AAC-induced mice. Myocardial hypertrophy was significantly inhibited after treatment, suggesting that DAPA may mediate the PPARα-related signaling axis. It has been reported (Zhao et al., 2019) that microRNA-370 mediated the Plin5-dependent PPAR signaling pathway to protect mice from myocardial ischemia/reperfusion injury. Wang et al. (2019) found that PLIN5 deficiency exacerbated cardiac hypertrophy by promoting oxidative stress.

We demonstrated that DAPA could activate the Plin5/PPARα signaling pathway and further significantly promoted the expressions PDK4 and HMGCS2 in cardiac hypertrophy. It has been reported (Palomer et al., 2009) that PPARs played key roles in the modulation of glucose homeostasis in cardiac cells by regulating PDK4 through PGC-1α. It has been reported (Thapa et al., 2018) that adropin treatment of cardiomyocytes can reduce the inhibition of PDH activity by regulating the expression of PDK4, thus affecting the metabolic balance of glucose in cardiomyocytes, indicating that PDK4 plays a key role in myocardial metabolism. Besides, HMGCS2 could combat metabolic abnormalities by transferring the flux of excess intramitochondrial acetyl-CoA. Upregulation of HMGCS2 can promote myocardial glucose oxidation (Singh et al., 2018). We suggested that DAPA mediated the Plin5/PPARα signal axis, and ultimately affected the expression level of PDK4 and HMGCS2, myocardial cell metabolism, and relieve the pathological progression of cardiac hypertrophy.

At present, dapagliflozin is mainly used in the first-line treatment of diabetes with remarkable effects (Bouter et al., 2020; Shah et al., 2021). Recent clinical studies not only focus on the pathological mechanism of diabetes but also involve the treatment of cardiovascular diseases (Cappetta et al., 2020; Nassif et al., 2021). In the study, we investigated the protective effect of dapagliflozin on AAC-induced cardiac hypertrophy and its mechanism of involving activation of the Plin5/PPARα signaling axis.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE183120.

How the deposited data were processed for this re-analysis (not part of the article)

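Heart RNA of mice after sham operation, after AAC, and after AAC with dapagliflozin was measured on 3 Affymetrix microarrays, 1 per condition. Samples were assigned to conditions from their labels and the paper's description of the groups, and 0 columns of the table were left unassigned. The authors deposited log2 expression values, 1 per probe and array, which they had already normalized. The deposited probes name mouse genes, while the paper names the Affymetrix GeneChip PrimeView array, made for human genes, and, for hybridization, normalization and data analysis, a standard protocol of Agilent Technologies. The submitters' processing notes name Affymetrix Expression Console. None of these names the normalization or summary method. The 5th percentile, median and 95th percentile were 3.02, 5.24 and 12.89 for sham, 3.03, 5.30 and 12.88 for AAC, and 3.02, 5.23 and 12.87 for AAC + DAPA. With 1 array per condition the number of arrays limits the precision, and no test across samples could be run. Whether the RNA was pooled from several mice is not given in the sources used here.

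From the deposited values the following was computed. Of 22206 probes, 19572 (88.1%) have 1 gene symbol in the platform annotation, 0 have several and 2634 have none. The unnamed probes entered only the counts per probe. All 19572 Entrez identifiers were found in the RefSeq gene table of the mouse, whose symbols were the same. A gene is the mean log2 value over its probes, which gave 19505 genes, 55 of them with several probes. The transcripts of X inactivation were not analysed here. A gene was counted as higher or lower at a difference of at least 1.5-fold, the threshold of the paper, with no filter on low values. Fold values are 2 to the power of the log2 difference.

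Gene lists for pathways, cell types and processes, 33 in all, were fixed before the data were examined. Each was described by the members at least 1.5-fold higher or lower, by its median difference, and by the percentile of this median among 10000 random lists of the same size, matched on deciles of the mean level. The percentile describes these arrays and is not a test. The genes named were taken from those the paper names for the arrays or as markers (values in Table 1 were seen beforehand), the 10 largest rises and the 10 largest falls in AAC against sham and in AAC + DAPA against AAC among genes whose higher array lies above the median of that array, up to 4 members per list with the largest difference (names with no known function were left out of the text), and the 5 genes on each side for which the AAC array stands furthest from both others. Genes outside this rule that are named as further members of a list, and genes given as exceptions, were chosen after their values were seen.

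Since AAC against sham and AAC + DAPA against AAC share the AAC array, the genes for which each array lies at least 1.5-fold beyond both others were counted, and the counts were set beside 100 draws in which the values of each gene were exchanged at random between the arrays. The correlation of the differences over genes was −0.64, against −0.50 after exchange, and their covariance −0.097 against −0.070 after exchange and −0.038 for unchanged arrays with the noise of olfactory receptor genes. Genes are not independent replicates. The combination lower in AAC and higher in AAC + DAPA held for 374 genes, against 279.5 on average after exchange and 40.4 for independent lists, and the opposite combination for 443, against 336.1 and 39.8.

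The functions were tested on simulated arrays with the real gene levels and 200 of 19505 genes changed on the AAC array. Noise was normal with an SD of 0.20 (log2) per array, taken from the olfactory, vomeronasal and trace amine receptor genes. For AAC against sham, 95% of the genes changed 2-fold and 100% of those changed 4-fold were counted in the true direction, with 3.50% of the unchanged genes. For AAC + DAPA against AAC these shares were 92%, 100% and 3.48%. On the real arrays 5.67% and 6.79% of the receptor genes passed 1.5-fold in these comparisons, so the simulation counts fewer unchanged genes than the real values of those genes give. The alternatives tried were centring of the arrays on the median, quantile normalization, the probe with the highest mean, each probe on its own, genes above the 25th percentile or above the median level, a threshold of 2-fold, and leaving out sex-linked genes. Leaving out all genes of the X and Y chromosomes was added after the data were examined. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.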

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

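The results here concern genes that the paper does not discuss for the arrays and that lay above their level on the sham array, and they were picked after their values were seen. The tests of scaling, clock phase, feeding, atrial tissue and exchanged labels were also chosen after the results were seen, and those of scaling, clock phase and feeding were revised after a first run.

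The Y-linked Eif2s3y was higher by 9.21 (log2) in AAC than in sham, a lower bound since its sham value lay under the 5th percentile of that array, although all mice are labelled male, and 24 of 32 measured genes of the Y chromosome stood at least 1.5-fold higher on the AAC array than on both others. Scaling is argued against, since of 991 genes outside the Y chromosome at or under that percentile the 97.5th percentile of the difference was 0.66 and the largest 1.10. If only the AAC array came from males, X-linked genes that have a Y-linked partner and escape X inactivation should be lower on it, and all 4 tested were, with Kdm5c at −1.78, Kdm6a at −1.08, Eif2s3x at −0.65 and Ddx3x at −0.33 against sham. The Y-linked and these X-linked genes thus set the AAC array apart from both others in the way a difference in sex would. Kdm5d stood at 2.97 in sham, 6.39 in AAC and 2.81 in AAC + DAPA. Like Eif2s3y, it lay under the 5th percentile of the sham and AAC + DAPA arrays (3.02). For the Y-linked genes these values argue against RNA from males on the sham and AAC + DAPA arrays, although the labels say male. Which label or sample is at fault stays open. With a difference in sex, both comparisons with AAC are confounded with sex. Whether a difference in sex also accounts for the 817 genes for which the AAC array stands apart cannot be told apart from the condition. Of them, 90.1% (Wilson 95% interval 87.8% to 92.0%) lie outside the X and Y chromosomes, where sex can act too. That interval treats the genes as independent, so it is too narrow where genes move together.

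Nppa, which encodes the atrial natriuretic peptide, was higher by 5.07 (log2) in AAC + DAPA than in sham and above AAC by 1.54, and Myh7 (2.39), Ankrd1 (2.57) and Ccn2 (2.60) were also higher in AAC + DAPA than in sham. Atrial tissue in the AAC + DAPA sample is argued against for the rise from sham, since the largest such rise among the 10 other atrial markers, that of Bmp10, was 0.35, and Myl7 and Sln stood at only 3.54 and 5.40 in sham. For the difference from AAC it cannot be told apart from the treatment, since Dkk3 rose by 0.69, although Myl7 differed by 0 and Sln by 0.19. Part of the rise of Dkk3 came from its low value in AAC, as it differed from sham by −0.45 in AAC and by 0.24 in AAC + DAPA. Over the 11 atrial markers, Nppa included, the median for AAC + DAPA against AAC was 0.01. An exchange of the AAC and AAC + DAPA labels cannot be told apart from the treatment either, since with 1 array per group 6 of 19 raised hypertrophy markers were higher on the AAC + DAPA array than on the AAC array and 2 were lower, while the macrophage markers lie the other way and Plin5 (0.64) and Pdk4 (4.24) were higher on the AAC + DAPA array, the direction the paper gives for them by qRT-PCR of heart tissue. A biological difference between the animals stays open and was not tested.

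The clock output gene Dbp was higher by 3.92 (log2) in AAC than in sham and stayed as high in AAC + DAPA, which raises the question whether the time of day of sampling may account for the low values of fatty acid oxidation genes in AAC. This cannot be told apart from the condition. The 15 oxidation genes lower in AAC had a median of 0.82 for AAC + DAPA against AAC. This lay above the middle 95% (0.18 to 0.71) of random lists of 15 from the 972 genes lower in AAC. Those lists were not matched on the size of the fall in AAC, a median of −1.27 for the 15 genes, so they cannot decide. The clock genes also differed between these arrays, 7 of 20 passing 1.5-fold (35%, Wilson 95% interval 18.1% to 56.7%) against 8.34% of all genes. Clock genes move together and each group has 1 array, so this interval, which treats them as independent, is too narrow. The feeding state cannot be told apart from the condition, since of 24 other genes of the glucocorticoid and fasting response 0 were lower on the AAC array than on both others and 1, Lcn2, was higher, while Pdk4, Ucp3, Acot1 and Angptl4, left out of the 24 as members of the other lists, were lower. Pressure overload and its treatment stay among the open explanations.

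Alas2, the heme synthesis enzyme of red blood cells, was higher by 4.29 (log2) in AAC than in sham. The interferon-induced Isg20 was higher by 4.03 in AAC than in sham. The monocyte receptor Ccr2 was higher by 2.84 in AAC than in sham.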

How the results depend on the processing

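With 1 array per group no result has a test, so this paragraph gives the counts and medians under other settings. The fold threshold moved the counts most. At 2-fold, 162 genes were higher and 227 lower in AAC + DAPA than in AAC, 279 were higher and 241 lower in AAC than in sham, 4 PPAR pathway genes were lower in AAC than in sham, 3 were higher in AAC + DAPA than in AAC, and the AAC array stood apart for 199 genes. A higher threshold gives fewer genes by construction, as does a filter. Among genes above the median level, 484 were lower in AAC + DAPA than in AAC. Over the planned settings other than 2-fold, and without the X and Y chromosomes, 570 to 949 genes were higher and 484 to 1074 lower in AAC + DAPA than in AAC, 648 to 1199 higher and 799 to 1143 lower in AAC than in sham, 10 to 11 PPAR genes lower and 8 to 11 higher, and the AAC array stood apart for 562 to 1099 genes. Centring the arrays gave 934 higher and 723 lower for AAC + DAPA against AAC. Without genes of the X and Y chromosomes, a setting chosen after seeing the data, the AAC array stood apart for 736 genes. Of the counts per gene list under other settings, 93 moved by more than 1.5 times and 1059 did not, the former being 64 at 2-fold, 16 above the median level, 5 above the 25th percentile, 3 with centring, 1 with quantile normalization and 2 in each setting without sex-linked or X and Y genes. Of the medians of the gene lists, 493 of those computed under other settings moved by less than the SD between probes of a gene, and 15 moved by more, all of them under the filters on low values, which change the members. Above the 25th percentile the medians of AAC against sham were −0.47 for B cells, 3.07 for the Y chromosome and 1.01 for neutrophils, and those of AAC + DAPA against AAC −2.97 for the Y chromosome, 0.38 for raised hypertrophy markers and −0.84 for neutrophils. Above the median level those of AAC against sham were −0.96 for B cells, 5.32 for the Y chromosome, 0.34 for drug target and renin-angiotensin genes and 1.88 for neutrophils, and those of AAC + DAPA against AAC 0.18 for T and NK cells, −5.33 for the Y chromosome, 0.40 for raised hypertrophy markers, −0.52 for interferon response genes and −1.67 for neutrophils. The 102 differences of single genes chosen by the rule for naming moved by less than that SD in all 784 values computed for them. For a gene with 1 probe only centring and quantile normalization could change the value, and only 55 of the 19505 genes have several probes. This steadiness was therefore largely set by construction, which also limits how far the settings could move the list medians. Leaving out probes by the ending of their names was not run, because the probe names have no such endings, and a floor before taking logs was not run, because the values are log2 already. No paired analysis was possible because each group has 1 array and no result comes from a test. What signal over background limits was not tested. From the 25% of genes with the lowest level to the 25% with the highest, 3.83%, 7.90%, 12.2% and 9.41% passed 1.5-fold between AAC + DAPA and AAC.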

Differences from the paper's values

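For Sly the paper's value in Table 1 for AAC and sham is 6.916, and the value here is 8.40-fold higher in AAC, the mean over 2 probes that gave 8.00 and 8.82. None of the alternatives fixed before the data were examined that give a value for Sly brings it within the spread of its probes, these being centring (8.22), quantile normalization (8.36), the probe with the highest mean (8.00) and the filters on low values (8.40), and neither probe does on its own. This rests on the choice of error, here the spread between the 2 probes of Sly, since the difference from the paper is smaller than the SD of 0.32 (log2) pooled over the 55 genes with several probes. For AAC + DAPA against AAC the paper's value for Sly is −8.754, and here it was 7.84-fold lower as the mean, within the spread of the probes, and 8.75-fold and 7.01-fold lower by the single probes. Of the 26 fold changes of Table 1 that could be computed here, for 13 genes, 24 lay within 0.1% of the paper's values. This holds when the column headed Sham/AAC is read as AAC over sham, with a minus sign for genes lower in AAC. Read as the heading is written, each sign of that column would be turned.

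The paper gives 2014 changed genes for AAC + DAPA against AAC, 941 up-regulated and 1073 down-regulated, at the same threshold of 1.5-fold. The counts here, over named genes, were 1626, 811 and 815, and with each probe on its own 2023, 949 and 1074.

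The paper states that dapagliflozin raised PPARα in AngII-treated cardiomyocytes by qRT-PCR, that this matched the microarray, and that heart tissue of AAC mice gave the same result (Figure 6). The paper's western blots of cells and heart tissue gave the same trends for the protein, which the arrays do not measure. On the arrays, which hold heart tissue and no cultured cells, Ppara was lower in AAC than in sham (−1.10, log2). Between AAC + DAPA and AAC it differed by −0.27, near the SD of 0.26 between probes of a gene in this comparison. That SD holds no difference between animals. Plin5 (0.64) and Pdk4 (4.24) were higher in AAC + DAPA than in AAC.

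In Figure 2 the paper shows ANP, BNP and β-MHC lowered by dapagliflozin, as protein by ELISA and as heart mRNA by qRT-PCR. The arrays bear on the mRNA only, with 1 array per group. On the arrays Nppa was 2.91-fold higher in AAC + DAPA than in AAC and Myh7 differed by 0.11 (log2). Nppb was 1.21-fold lower (−0.28), the direction the paper shows, but near the SD of 0.26 between probes of a gene.

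The tree of the heat map in Figure 4A joins AAC and AAC + DAPA before sham. Here AAC + DAPA was nearest to sham over all genes, with a correlation of 0.995 across genes against 0.993 with AAC, and a root mean square difference of 0.336 (log2) against 0.370. The heat map is of differential genes, while these values are over all genes. Y-linked genes, high on the AAC array alone, are among them and add to its distance from both others. How much of the difference they account for was not computed.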

Other observations

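Of 19 measured hypertrophy markers that pressure overload is known to raise, 7 were at least 1.5-fold higher in AAC than in sham and 5 were lower, with Myh7 4.86-fold and Ankrd1 4.44-fold higher and the calcineurin regulator Rcan1 4.23-fold lower. Of 13 adult genes that it is known to lower, 3 were lower in AAC and 1 was higher. Tnni3 and Atp2a2 had the same value on all 3 arrays, 17.55 and 19.71 (log2). Of 37 genes of the extracellular matrix, 9 were lower in AAC and 3 higher, with Col6a2 2.58-fold and Col3a1 2.16-fold lower and a median of −0.14 (log2), and in AAC + DAPA 4 were higher than in AAC and 1 was lower. Connective tissue growth factor Ccn2 was 1.95-fold higher in AAC and a further 3.12-fold higher in AAC + DAPA. Of 27 immediate early genes, which handling of tissue can raise, 5 were lower and 3 higher in AAC than in sham, and 7 lower and 2 higher in AAC + DAPA than in sham. Among them Egr1 was 2.81-fold lower in AAC and 6.63-fold lower in AAC + DAPA, and Nr4a1 2.77-fold and 2.97-fold lower. Of 12 heat shock genes, 5 were lower in AAC and 0 higher, Hsph1 by 3.29-fold, and 11 of the 12 lay under sham.

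Of 14 fibroblast markers 4 were lower and 1 higher in AAC than in sham, with a median of −0.39 (log2), under the middle 95% of random lists (−0.19 to 0.15). Of 14 endothelial markers 0 were lower and 1 higher, of 12 markers of smooth muscle and pericytes 1 was lower, Acta2, and 2 were higher, and of 20 cardiomyocyte markers 1 was lower and 2 were higher, Tcap by 4.00-fold. Of 10 neutrophil markers 2 were higher in AAC, S100a9 by 3.68-fold and Retnlg by 4.59-fold, and both were lower in AAC + DAPA than in AAC. Of 13 markers of T and NK cells 1 was higher in AAC, of 7 B cell markers measured out of 10, 2 were lower and 1 was higher, of 11 atrial markers 1, Nppa, was higher, and of 13 skeletal muscle markers 0 differed by 1.5-fold between AAC and sham, while in AAC + DAPA Myl1 was higher (0.89, log2) and Myh4 lower (−0.60) than in AAC. Of 19 cell cycle genes 1 was higher in AAC, Mki67 by 2.35-fold. Among red blood cell markers, with 6 of 12 measured, Bpgm was 3.68-fold and Slc25a37 3.29-fold higher in AAC.

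Of 24 genes of glycolysis and glucose uptake 2 were lower and 0 higher in AAC than in sham, and 2 were lower in AAC + DAPA than in AAC, Hk2 by 2.17-fold. Of 7 genes of ketone body metabolism measured out of 9, 0 passed 1.5-fold in AAC, and the carrier Slc16a1 was 1.67-fold lower in AAC + DAPA than in AAC. Of 28 genes of the glucocorticoid and fasting response 9 were lower and 4 higher in AAC than in sham, and 9 were higher and 1 lower in AAC + DAPA than in AAC, with Txnip 3.25-fold higher. Of 26 antioxidant genes 3 were higher and 2 lower in AAC, and Mgst1 was 3.25-fold lower in AAC + DAPA than in AAC. Of 9 genes of the drug target and the renin-angiotensin system measured out of 12, 2 were higher in AAC, Ace by 1.82-fold and Agtr1a by 1.57-fold. Of 10 Y-linked genes on the list 6 were higher in AAC than in sham, and 7 were lower in AAC + DAPA than in AAC. The 4 transcripts listed for X inactivation were not analysed here.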
